# Broader functions of TIR domains in Arabidopsis immunity

**DOI:** 10.1073/pnas.2220921120

**Published:** 2023-03-09

**Authors:** Pierre Jacob, Junko Hige, Lijiang Song, Adam Bayless, Dor Russ, Vera Bonardi, Farid El Kasmi, Lisa Wünsch, Yu Yang, Connor R. Fitzpatrick, Brock J. McKinney, Marc T. Nishimura, Murray R. Grant, Jeffery L. Dangl

**Keywords:** NLR, TIR domains, Arabidopsis, immunity

## Abstract

TIR domains are NAD-degrading enzymes that function during immune signaling in prokaryotes, plants, and animals. In plants, most TIR domains are incorporated into intracellular immune receptors termed TNLs. In Arabidopsis, TIR-derived small molecules bind and activate EDS1 heterodimers, which in turn activate RNLs, a class of cation channel–forming immune receptors. RNL activation drives cytoplasmic Ca^2+^ influx, transcriptional reprogramming, pathogen resistance, and host cell death. We screened for mutants that suppress an RNL activation mimic allele and identified a TNL, SADR1. Despite being required for the function of an autoactivated RNL, SADR1 is not required for defense signaling triggered by other tested TNLs. SADR1 is required for defense signaling initiated by some transmembrane pattern recognition receptors and contributes to the unbridled spread of cell death in *lesion simulating disease 1*. Together with RNLs, SADR1 regulates defense gene expression at infection site borders, likely in a non-cell autonomous manner. RNL mutants that cannot sustain this pattern of gene expression are unable to prevent disease spread beyond localized infection sites, suggesting that this pattern corresponds to a pathogen containment mechanism. SADR1 potentiates RNL-driven immune signaling not only through the activation of EDS1 but also partially independently of EDS1. We studied EDS1-independent TIR function using nicotinamide, an NADase inhibitor. Nicotinamide decreased defense induction from transmembrane pattern recognition receptors and decreased calcium influx, pathogen growth restriction, and host cell death following intracellular immune receptor activation. We demonstrate that TIR domains can potentiate calcium influx and defense and are thus broadly required for Arabidopsis immunity.

## Significance

Plant diseases are a major cause of yield loss. We identified SADR1, a TIR-containing immune receptor and found that it participates in immune signaling and in a pathogen containment mechanism sufficient to prevent the spread of a virulent pathogen. SADR1 acts partially independently of EDS1, the receptor for TIR-derived signaling molecules. Inhibition of TIR enzymatic activity with nicotinamide revealed a broader function of TIR domains in immunity. TIR domains can act independently of EDS1 to potentiate immune signaling triggered by other immune receptors.

Toll-Interleukin-1 receptor, disease resistance gene (TIR) domain–containing proteins are conserved from prokaryotes to plants and animals where they regulate immunity and cell death (1). In plants, TIR domains are typically found at the N termini of nucleotide-binding leucine-rich repeat immune receptors (NLRs), a class of intracellular immune receptors triggering a potent immune response called ETI (effector-triggered immunity), often associated with host cell death localized to the infection site (2). TIR domains are also encoded as single-domain proteins in plants (2). TIR NLRs, hereafter TNLs, are activated upon recognition of pathogen virulence effectors that function to block or dampen immune responses. After effector recognition, TNLs oligomerize to form enzymes that produce a suite of small molecules, including 2′-cADPR, 3′-cADPR, pRib-AMP/ADP, diADPR/ADPr-ATP, or 2′,3′-cAMP/cGMP (3–7). pRib-AMP/ADP and diADPR/ADPr-ATP can bind and activate enhanced disease susceptibility 1–phytoalexin-deficient 4 (EDS1–PAD4) or EDS1–senescence-associated gene 101 (EDS1–SAG101) heterodimers, respectively, leading to the recruitment and activation of “helper” NLRs (1, 4, 5, 8). Activated helper NLRs, also termed RNLs due to their N-terminal CC-R domains [RPW8 (resistance to powdery mildew 8)-like coiled-coil (CC) domain], form Ca^2+^-permeable channels in the plasma membrane, as do some CC NLRs (hereafter CNLs) (9, 10). Arabidopsis possesses five active RNLs: activated disease resistance 1 (ADR1), ADR1-like 1 (ADR1-L1), ADR1-L2, N requirement gene 1.1 (NRG1.1), and NRG1.2. ADR1s and NRG1s are partially redundant regulators of immunity and cell death downstream of TNLs (11–13). Ca^2+^ channel blockers and autoactive Ca^2+^ channel mutants indicate that Ca^2+^ influx is necessary and sufficient for immune activation in Arabidopsis (14).

In a forward genetic screen, we sought to identify genes required for immunity and cell death activation by RNLs. We found that the TNL Suppressor of *ADR1-L2 1* (*SADR1*) is required for the phenotypes driven by ADR1-L2 autoactivity but is dispensable for other TNL functions. We found that SADR1 regulates defense triggered by the activation of a plasma membrane pattern recognition receptor and the “runaway cell death” phenotype in the Arabidopsis mutant *lesion simulating disease 1* (*lsd1*) (15). Because these responses involve the perception of extracellular signals, we investigated the requirement for SADR1 and RNLs in the spatial regulation of defense. Virulence effectors delivered to the plant cell from the pathogen *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 increase transcriptional defense responses around the infection site. This pattern of host gene expression requires RNLs and SADR1. The loss of defense gene expression on the infection border is associated with the systemic spread of *Pst* DC3000. We found that SADR1 is required for the residual ADR1-L2 autoactivity in the absence of EDS1. These results indicate that SADR1 functions downstream of ADR1-L2 activation partially independently of EDS1 and is thus distinct from the canonical TNL-EDS1-RNL pathway. We tested the requirement for EDS1-independent TIR function in plant immunity using a pharmacological inhibitor of TIR-dependent NADase enzymatic function. We discovered that TIR function is generally required to potentiate immune responses triggered by a plasma membrane pattern recognition receptor, RNLs, and CNLs. Importantly, inhibition of TIR function decreased Ca^2+^ influx resulting from RNLs and CNLs, suggesting that TIR function can generally potentiate Ca^2+^ influx in the context of immune signaling.

## Results

To identify signaling components downstream of ADR1-L2, we screened for mutants able to suppress the autoimmunity-associated stunted growth phenotype of an Arabidopsis transgenic line expressing the activation mimic mutant *ADR1-L2 D484V* from the native promoter, hereafter ADR1-L2 DV [(16), see *Materials and Methods* for full genotype]. This mutation in the MHD motif is commonly used to mimic NLR activation and can be suppressed in cis by P-loop mutations (17–20). ADR1-L2 DV expressing plants exhibit hallmarks of autoimmune signaling: stunted growth, ectopic cell death activation, ectopic salicylic acid accumulation, and induction of defense gene expression, including ADR1-L2 itself [Fig. 1 and (16)].

**Fig. 1.**
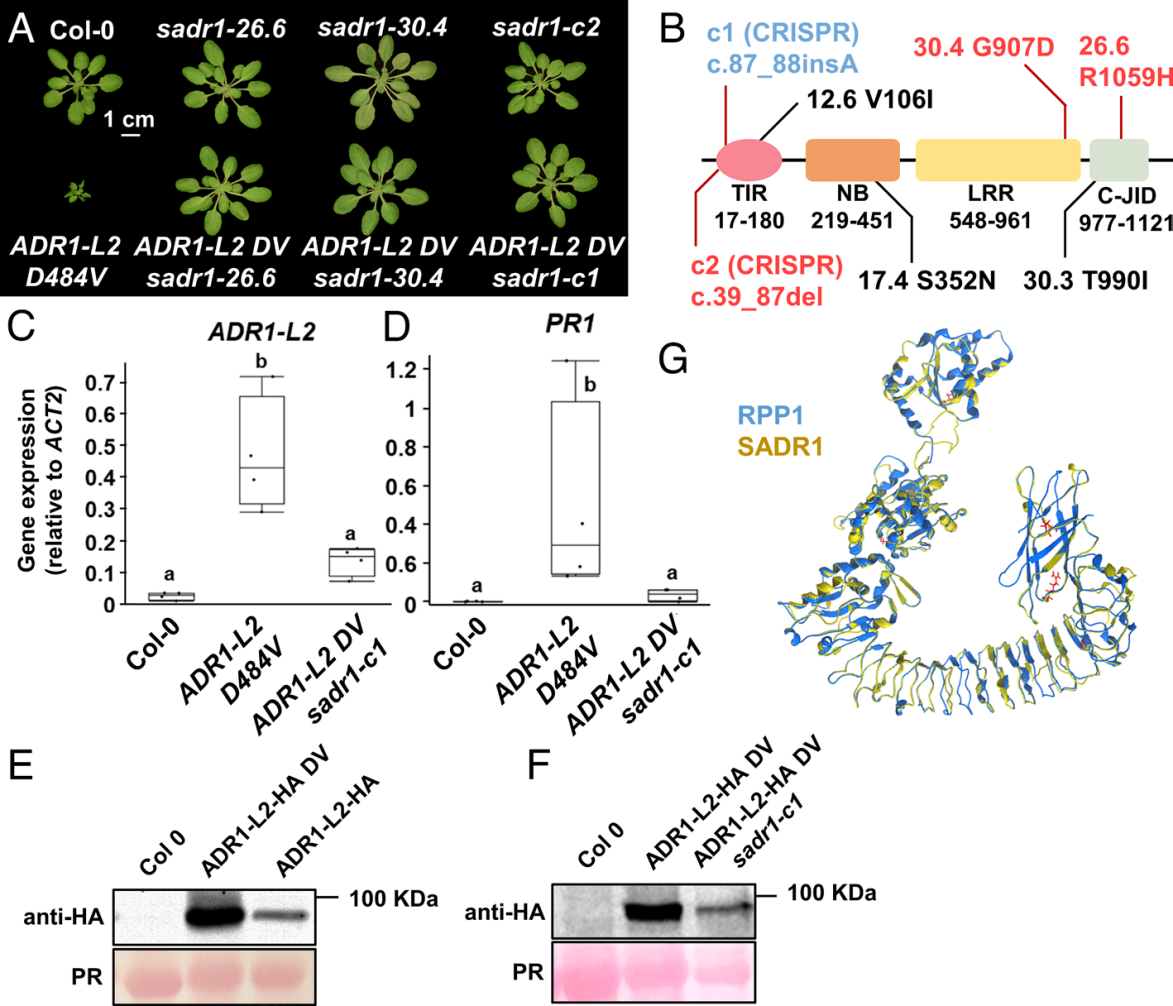
SADR1 is required for the constitutive immunity phenotypes of the activation mimic RNL ADR1-L2 D484V. (*A*) Mutations *sadr1-26.6* and *30.4* fully suppress the stunted growth phenotype of *adr1-l2-4 pADR1:ADR1-L2 D484V* (hereafter ADR1-L2 DV). Introduction of a loss-of-function mutation in *SADR1* by CRISPR-Cas9 (*sadr1-c1*) suppresses ADR1-L2 DV. (*B*) Schematic representation of SADR1 shows conserved protein domains and the location of mutations identified in the screen or introduced with CRISPR-Cas9. Mutants 12.6, 17.4, and 30.3 are partial suppressors identified in the screen. The fonts indicate the genetic background; blue is *ADR1-L2 DV*and black and red fonts indicate a wild-type background. (*C*) Suppressed ADR1-L2 DV *sadr1-c1* plants express wild-type levels of ADR1-L2 mRNA. Data are from four independent experiments (*N* = 4). Letters indicate statistical significance (two-tailed *t* test, *P* < 0.05). (*D*) *sadr1-c1* suppresses most of the *PR1* expression induced by ADR1-L2 DV. ADR1-L2 DV-induced overaccumulation (*E*) is also suppressed by *sadr1-c1* (*F*). All experiments were performed at least three times. (*G*) SADR1 protein structure modeled onto the TNL RPP1 structure (7CRC). PR: Ponceau red staining.

### Identification of *ADR1-L2 D484V* Suppressors.

We identified phenotypically suppressed mutants and performed bulk segregant analysis using suppressed plants from segregating backcrossed F2 populations. Two mutants, 26.6 and 30.4 had mutations in the same gene, located in a genomic region cosegregating with the suppression phenotype in F2 plants (Fig. 1 *A* and *B*). Whole genome resequencing of 32 additional suppressed M3 mutants allowed the identification of three additional mutant alleles of the same gene, 12.6, 17.4, and 30.3 (Fig. 1*B*). Overall, 5 out of the 39 suppressor mutants identified were affected in this gene (the others will be described elsewhere), which we consequently named *Suppressor of ADR1-L2 1* (*SADR1*, AT4G36150). RNA sequencing showed that mutations 26-6 and 30-4 suppressed the vast majority of ADR1-L2 DV-driven gene expression changes (*SI Appendix*, Fig. S1 and Table S1). We created a *sadr1-c1* loss-of-function allele in ADR1-L2 DV expressing plants using CRISPR-Cas9 (c.87_88insA, leading to a frameshift after Q29; *Materials and Methods*). The *sadr1-c1* mutation suppressed the ADR1-L2 DV stunted growth phenotype and constitutive expression of *Pathogenesis-Related 1* (*PR1*). Importantly, *ADR1-L2 DV* mRNA and protein levels were reverted to wild-type levels (Fig. 1 *C*–*F*). This demonstrates that SADR1 is required for ADR1-L2 DV self-amplification, an important feature of RNL signaling (16, 21).

Surprisingly, *SADR1* encodes a TNL, homologous to Recognition of *Peronospora parasitica* 1 (*RPP1*, Fig. 1*G* and *SI Appendix*, Fig. S2). *SADR1* is physically located next to another TNL (*SADR1-Paired 1*; AT4G36140), in a head-to-head configuration similar to the sensor/executor TNL pair *RRS1–RPS4* (Resistance to *Ralstonia solanacearum* 1/Resistance to *P. syringae 4*; *SI Appendix*, Fig. S2). However, CRISPR-derived *SADR1-P1* loss-of-function allele *sadr1-p1-c1* (c.247_332del) did not modify ADR1-L2 DV autoactivity (*SI Appendix*, Fig. S3). Overall, these results indicate that the genomically paired TNL SADR1 is required for the *ADR1-L2 DV* activation mimic phenotype.

### Functional Characterization of SADR1.

We characterized the function of SADR1 in defense. We generated a *sadr1-c2* loss-of-function mutant (c.39_88del leading to a frameshift after V12) with CRISPR-Cas9 in the wild-type Col-0 background (Fig. 1*B*). We observed that SADR1 was not required for basal resistance to the virulent pathogen *Pst* DC3000 or to the avirulent strains *Pst* DC3000 *AvrRpt2* and *Pst* DC3000 *AvrRps4,* which activate the CNL RPS2 and the TNL pair RPS4–RRS1 immune receptors, respectively (*Materials and Methods*). As a control, we showed that the RNL defective *helperless* quintuple mutant [*adr1 adr1-l1 adr1-l2 nrg1.1 nrg1.2* (11, 13)] was indeed more susceptible to infection than Col-0 in each of these situations (*SI Appendix*, Fig. S4, *A*–*C*).

We investigated the possibility that loss of SADR1 could be affecting only ADR1-L2 and thus be compensated by redundant RNL signaling. We compared *adr1 adr1-l1* and *adr1 adr1-l1 sadr1-c2* to *adr1 adr1-l1 adr1-l2* mutants during TNL-driven immunity following challenge with *Pst* DC3000 *AvrRps4* (*SI Appendix*, Fig. S4*D*). ADR1s were required for full bacterial growth restriction in these conditions, as seen with the 10-fold increase in pathogen growth in *adr1 adr1-l1 adr1-l2* compared to Col-0. ADR1-L2 RNL function to “help” RPS2, which was required for approximately half of this growth restriction, was not affected by *sadr1-c2* loss of function (*SI Appendix*, Fig. S4*D*). Resistance to *Hyaloperonospora arabidopsidis* isolate Cala2, which activates the TNL RPP2, was also not affected by *sadr1-c2* (*SI Appendix*, Fig. S4 *E* and *F*). In addition, SADR1 was not required for the autoactive phenotype of the *snc1* TNL allele [*SI Appendix*, Fig. S4 *G* and *H* (22)]. These results indicate that SADR1 is not required for RNL-driven defense against virulent or avirulent bacteria, at least for the TNL functions we measured.

RNLs are also required for some responses to pathogen-associated molecular patterns (PAMPs) (23–25). We tested PAMP response in *sadr1-c2* (Col-0 background) using NLP20 [necrosis and ethylene-inducing peptide 1 (Nep1)–like proteins (NLPs)], a widespread PAMP (26). Pretreatment with NLP20 24 h before challenging the plants with *Pst* DC3000 primed defense responses to subsequent inoculation with *Pst* DC3000 in both Col-0 and *adr1-l2* but not in *sadr1-c2* or *helperless* plants (Fig. 2*A*; Materials and Methods). Therefore, SADR1 is required for NLP20-driven defense priming. We did not observe a SADR1 requirement for flg22 priming (24).

**Fig. 2.**
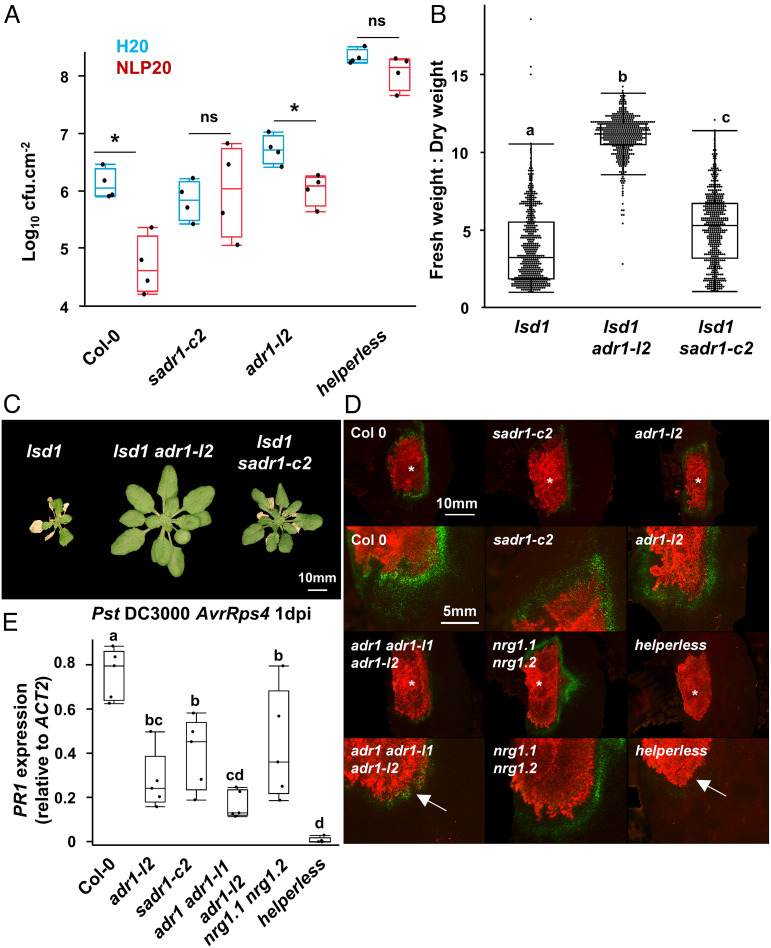
SADR1 is required for NLP20/RLP23 signaling, contributes to *lsd1* runaway cell death, and regulates *PR1* expression around the infection site. (*A*) SADR1 is required downstream of NLP20/RLP23. Plants were challenged with *Pst* DC3000 EV 24 h after water or NLP20 1 µM treatment (*N* = 4) (23). (*B*) SADR1 is partially required for *lsd1* runaway cell death. Fresh:dry weight ratio measurements indicating the proportion of dead tissues two weeks after induction of runaway cell death with 300 µM BTH. Data are from six independent experiments (*N* > 70). (*C*) Representative pictures of plants in (*B*). (*D*) SADR1 and RNLs are required for *PR1* expression at the margin of infection sites. Representative pictures of pPR1:YFP^NLS^-expressing leaves of the indicated genotype infected with *Pst* DC3000 *AvrRps4* mCherry (OD = 0.2) at 24hpi. Notably, *adr1 adr1-l1 adr1-l2* and *helperless* mutants cannot induce strong *PR1* expression on the infection border (white arrows). See *SI Appendix*Fig. S5. (*E*) *PR1* expression on the margin of the infection site 24 h after infection with *Pst* DC3000 *AvrRps4* (*N* = 4). Data presented in (*E*) are from five independent experiments. Letters indicate statistical significance [(*A* and *B*) ANOVA with the post hoc Tukey (*E*) two-tailed *t* test, *P* < 0.05].

ADR1-L1 and ADR1-L2 are also required for “runaway cell death”, the superoxide-driven self-perpetuating cell death observed in *lesion simulating disease 1* (*lsd1*) (15, 25). To test whether SADR1 mediates runaway cell death, we treated 4-wk-old plants with BTH (benzothiadiazole), a salicylic acid analog (27) which triggers runaway cell death in *lsd1*. After 2 wk, we measured fresh and dry weight of the BTH-treated plants to estimate the extent of cell death induction (*Materials and Methods*). As expected, *lsd1* displayed extensive lesions covering most or all of the plant, which resulted in a very low fresh:dry weight ratio in *lsd1* compared to the suppressed *lsd1 adr1-l2* phenotype [Fig. 2 *B* and *C*; (25)]. *lsd1 sadr1-c2* exhibited an intermediate phenotype, indicating that SADR1 contributes positively to runaway cell death (Fig. 2 *B* and *C*). Overall, SADR1 is not required for TNL signaling but is involved in PAMP signaling and *lsd1* runaway cell death.

### Spatial Regulation of Defense by RNLs and SADR1 Prevents the Systemic Propagation of *Pst* DC3000.

The *lsd1* runaway cell death phenotype is non-cell autonomous because the induction of self-perpetuating cell death depends on the proximity and perception of a dead or dying cell (15). PRR signaling also involves non-autonomous relay of defense gene activation in neighboring cells (28). Similarly, damage-associated molecular patterns (DAMPs) trigger calcium-dependent defense responses in surrounding tissue (29). Consistent with this, expression of *PR1* occurs in the area surrounding the cells undergoing cell death during NLR-mediated immune responses (30, 31). Using reporter plants (31) expressing YFP^NLS^ under the control of the *PR1* promoter, we reproduced and extended these observations. We used mCherry-tagged bacteria and observed that inoculation with either *Pst* DC3000 EV (virulent) or *Pst* DC3000 *AvrRpt2* or *Pst* DC3000 *AvrRps4* (activating the CNL RPS2 or the TNL RPS4, respectively) induced a pattern of *PR1* expression at the border of the infection site (*SI Appendix*, Fig. S5). This pattern did not result from inhibition of *PR1* expression in the infection zone by coronatine (*SI Appendix*, Fig. S5), a pathogen-derived phytotoxin and jasmonic acid mimic known to antagonize SA signaling and inhibit *PR1* expression (32). The pattern of *PR1* expression was not observed in plants challenged with *Pst* DC3000 *hrcC-,* which cannot deliver virulence effectors, consistent with effector-dependent defense inhibition (*SI Appendix*, Fig. S5). At 6 hpi, *PR1* promoter activity appeared to be enhanced in NLR-activating inoculations compared to *Pst* DC3000 *hrcC-*, suggesting that NLR signaling increased defense around the infection site (*SI Appendix*, Fig. S5*A*). At 24 hpi, bacterial growth led to a visible mCherry signal, largely nonoverlapping with YFP-positive areas defining *PR1* expression (*SI Appendix*, Fig. S5*B*). Overall, cells expressing *PR1* are likely not subjected to effector-driven defense inhibition and are spatially separated from the bacteria. These results suggest that NLR signaling relays defense gene activation in areas devoid of type III effectors, possibly through DAMP activation or reactive oxygen–based signaling (15, 29).

We next investigated whether RNLs and SADR1 were involved in spatial regulation of defense. We infected Col-0 *pPR1:YFP^NLS^* reporter plants mutated in *SADR1* or *RNLs* with a high-concentration inoculum (OD_600_ = 0.2) of *Pst* DC3000 *AvrRps4* mCherry to activate the TNL RPS4. Fluorescence observation and qPCR quantification of *PR1* mRNA indicated that both SADR1 and RNLs (ADR1s in particular) regulate defense at the borders of infection sites (Fig. 2 *D* and *E*). These results suggest that SADR1 and RNLs mediate defense gene expression at the borders of infection sites.

Activating defense around the infection area could serve to prevent the systemic propagation of pathogens. To test this hypothesis, we inoculated half-leaves with *Pst* DC3000 EV and isolated noninfiltrated tissues from the same leaves after 10 d (Fig. 3; *Materials and Methods*). We found that only a very low level of *Pst* DC3000 propagates to the noninfiltrated side of the leaf in Col-0 (Fig. 3*B*). Similar levels were found in *sadr1-c2* and *nrg1.1 nrg1.2* mutants. However, we observed a dramatic increase in the spread of disease symptoms and bacterial growth in noninfiltrated tissues in *adr1 adr1-l1 adr1-l2* and *helperless* plants at 10 d after inoculation. *ADR1* defective plants exhibited systemic disease symptoms after four weeks, including reduced growth, anthocyanin accumulation, and systemic lesions (Fig. 3*D*). Overall, RNLs induce defense gene expression at the infection site borders, and *ADR1s* in particular are required to limit systemic *Pst* DC3000 propagation and disease spread from a localized infection event. *SADR1* and *NRG1s* contribute to defense induction but are not required for this disease resistance mechanism. These results suggest that the selective activation of ADR1s (4, 5) is most relevant for this phenotype.

**Fig. 3.**
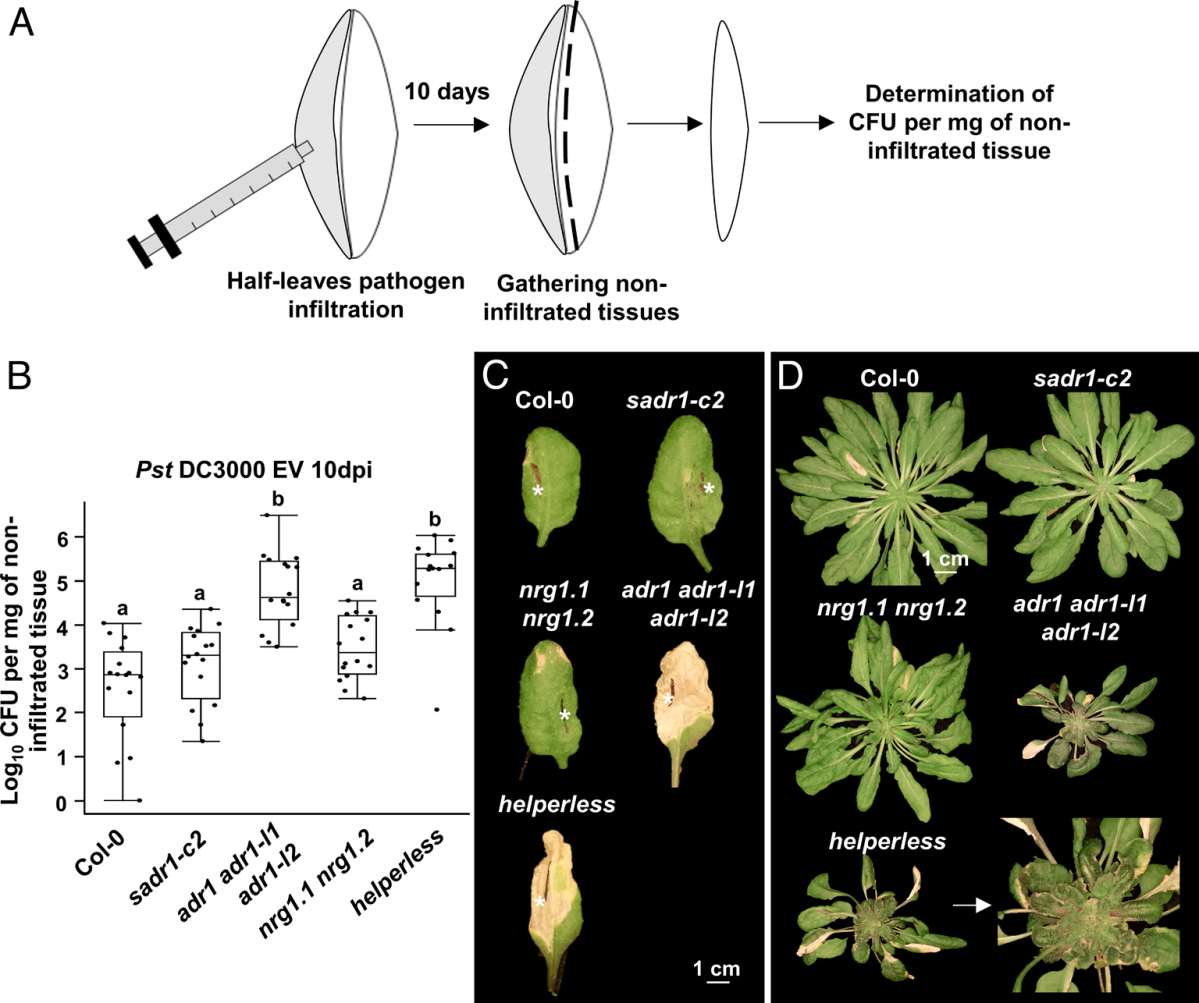
ADR1s limit *Pst* DC3000 propagation and prevent systemic disease from localized infections. (*A*) Schematic representation of the experimental procedure used in (*B*) to measure the extent of pathogen propagation in planta. (*B*) Bacterial growth at 10 dpi in noninfiltrated tissues (*N* = 4, ANOVA with the post hoc Tukey, *P* < 0.01). (*C*) Representative pictures of leaves infiltrated with *Pst* DC3000 EV on one half (white asterisks) at 10 dpi. Leaves of the *adr1 adr1-l1 adr1-l2* triple mutant and RNL-free *helperless* plants exhibit expanding lesions into noninfiltrated tissues. (*D*) Representative pictures of plants infiltrated with *Pst* DC3000 on four half-leaves at 28 dpi. The *adr1 adr1-l1 adr1-l2* triple mutant and *helperless* plants show systemic disease symptoms.

### SADR1 Functions Partially Independently of EDS1.

SADR1 is required for *ADR1-L2 DV* activation mimic phenotypes, but it is not required for either RPS4, RPP2, or the *snc1* autoactivity TNL phenotypes (*SI Appendix*, Fig. S4). TNLs regulate immunity by activating ADR and NRG RNLs through the selective TIR ligand-bound forms of the EDS1–PAD4 or EDS1–SAG101 heteromeric complexes, respectively (4, 5). We sought to understand why SADR1 TNL activity would be required in a context where an RNL, ADR1-L2, is already active. We hypothesized that SADR1 could be amplifying the defense signal initiated by ADR1-L2 DV in a positive feedback loop, as evidenced by the expression data in Fig. 1. Different *eds1* loss-of-function alleles differentially affect the ADR1-L2 DV autoimmune phenotype (16, 33). We repeated these observations but with the “clean” CRISPR deletion *eds1-12* allele (34). We found that *eds1-12* only partially suppresses the *ADR1-L2 DV* stunted growth phenotype (Fig. 4 *A* and *B*). In contrast, the *sadr1-c1* allele fully suppressed ADR1-L2 DV-driven stunted growth and defense priming (Fig. 4). These results define an EDS1-independent potentiation of ADR1-L2 DV activity by SADR1 that is retained in *ADR1-L2 DV eds1-12* plants (where *ADR1-L2 DV* is expressed from the native promoter; see *SI Appendix, Materials and Methods*). We next questioned whether this potentiation of ADR1-L2 DV activity was specific to SADR1. Introgression of the autoactive *snc1* or *CHilling Sensitive 2* [*chs2-1* (35)] TNLs into the fully suppressed *ADR1-L2 DV sadr1-c1* background also restored some ADR1-L2 DV activity, suggesting that potentiation of ADR1-L2 DV can also be provided by at least this additional autoactive TNLs (*SI Appendix*, Fig. S6). Therefore, SADR1 can potentiate ADR1-L2 DV activity independently of EDS1, and this function may be shared by other active TIR-containing proteins.

**Fig. 4.**
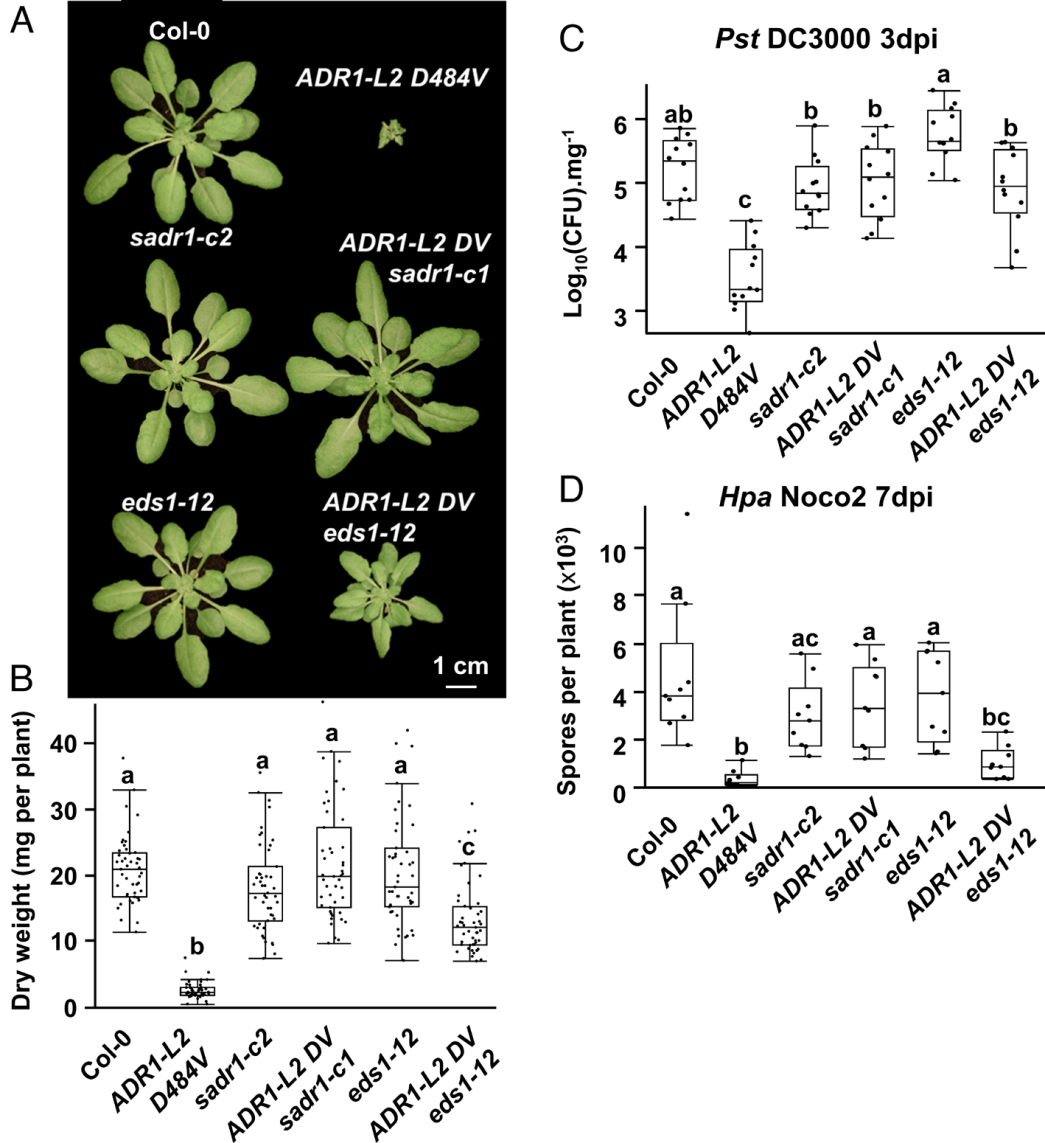
SADR1 potentiates residual ADR1-L2 D484V activity independently of EDS1. (*A*) Representative pictures of 6-wk-old plants with the genotypes indicated above. ADR1-L2 D484V-driven growth inhibition (*N* = 48) (*B*), defense against *Pst* DC3000 (*N* = 12) (*C*), and resistance to *Hpa* isolate Noco2 (*N* = 9) (*D*) are fully suppressed by *sadr1-c1* and partially by *eds1-12*. Data are from three independent experiments. Letters indicate statistical significance (ANOVA with the post hoc Tukey, *P* < 0.05).

### Nicotinamide Inhibits TIR Enzymatic Function in planta.

Arabidopsis possesses a large repertoire of TIR-containing proteins (2), many of which are transcriptionally induced during the initial steps of defense signaling. TNL overexpression is often sufficient to trigger immune responses (24). Consequently, evaluating the contribution of potential EDS1-independent TIR signaling to defense would benefit from an inhibitor of TIR enzymatic function. The first step of plant TIR enzymatic pathway involves cleavage of NAD^+^ into nicotinamide (NAM) and ADPR (36). Interestingly, high concentrations of NAM (50 mM) inhibit the NADase activity of the mammalian CD38 NADase and have been deployed in Arabidopsis tissues to inhibit cADPR accumulation, suggesting that NAM could inhibit plant TIR NADase activity (37, 38).

We looked for a readily measurable bioindicator of TIR enzymatic activity in planta because it is difficult to detect the TIR-derived molecules that are the signaling ligands for EDS1-dependent heteromers (4, 5). 2′/3′-RA [2′-O-β-D-ribofuranosyladenosine or 3′-O-β-D-ribofuranosyladenosine] nucleotide metabolites similar to 2′/3′cADPR but lacking the pyrophosphate groups accumulate during TIR-dependent plant immune responses in planta (7, 39, 40). We transiently expressed in *N. benthamiana* leaves either active full-length TNLs or TIR domains fused with SARM1 oligomerization domain [the SAM domain, which enhances TIR activation; (36)]. We used the corresponding TNLs or TIR domains rendered inactive by mutation of their respective catalytic glutamic acid residues as negative controls (*SI Appendix*, Fig. S7; *Materials and Methods*). SADR1 TIR–SAM was able to trigger cell death in *N. benthamiana,* while both SADR1-P1 TIR1–SAM and TIR2–SAM could not (*SI Appendix*, Fig. S7 *A* and *B*). However, SADR1-P1 TIR1 and TIR2 protein accumulation could not be detected; thus, it is unclear if these TIR domains are functional or not (*SI Appendix*, Fig. S7*D*). SADR1-driven cell death required EDS1 and the conserved catalytic glutamic acid (*SI Appendix*, Fig. S7 *A* and *C*). We found that active TNLs or TIR–SAM domain fusions reliably induced the accumulation of 2′/3′-RA [*SI Appendix*, Fig. S7*E*; (39)]. This accumulation was dependent on the conserved catalytic glutamic acid in all cases. Interestingly, a SADR1 TIR–SAM domain fusion induced a very small and inconsistent accumulation of 2′/3′-RA, suggesting it may act differently than RPP1, RPS4, or BdTIR (*SI Appendix*, Fig. S7*E*). However, overall, 2′/3′-RA is a reliable and readily measured bioindicator of TIR enzymatic activity.

We then tested the impact of 50 mM NAM treatment on 2′/3′-RA accumulation during pathogen infection. We infected plants with *Pst* DC3000Δ*hopAM1-1, hopAM1-2*, lacking both copies of the active TIR mimic type III effector *hopAM1* [to avoid HopAM1-produced NADase products; *Materials and Methods*; (40, 41)] and also expressing, or not, *AvrRps4* to induce TNL RPS4 activity. We then detected 2′/3′-RA with LC-MS/MS at 12 h after infiltration (*SI* Appendix, *Materials and Methods*). An increase in 2′/3′-RA was detected in plants infected with *Pst* DC30000Δ*hopAM1-1, hopAM1-2 AvrRps4* but not in plants treated with *Pst* DC3000Δ*hopAM1-1, hopAM1-2*. This result indicates that TNL RPS4 activation leads to 2′/3′-RA accumulation in planta (*SI Appendix*, Fig. S8). Consistent with previous reports, the 2′/3′-RA increase was enhanced in *eds1* plants, likely due to the absence of cell death induction (42). Cotreatment with 50 mM NAM inhibited TNL RPS4-dependent 2′/3′-RA accumulation in planta (*SI Appendix*, Fig. S8). These results are consistent with the hypothesis that 50 mM NAM inhibits TIR enzymatic activity in planta.

### TIR Enzymatic Function Is Broadly Required for Defense.

We therefore used NAM treatment to evaluate the contribution of TIR enzymatic function to defense. TIR activity and subsequent EDS1-dependent immune signaling contribute not only to ETI activated by TNL receptors but also to basal defense and consequent growth restriction of *Pst* DC3000 EV. This is because basal defense responses include “weak” ETI, at least some of which is likely to be TNL and EDS1 dependent (43, 44). Also, as noted above, defense responses include transcriptional upregulation of many TIR domain-encoding genes which could boost immunity via production of TIR enzymatic products to functional levels (1, 24, 45, 46).

We treated Col-0, *sadr1-c2,* and *helperless* plants with NLP20, with or without coinoculation of 50 mM NAM to test general TIR function. NAM inhibited *PR1* induction following NLP20 treatment in Col-0 and suppressed it in *sadr1-c2*, which we demonstrated above is required for full NLP20-dependent signaling (Fig. 5*A*). We then tested the impact of 50 mM NAM on defense against virulent and avirulent *Pst* DC3000. NAM significantly inhibited resistance against *Pst* DC3000 EV and *Pst* DC3000 *AvrRps4* in Col-0 but not in *eds1,* consistent with NAM inhibiting an EDS1-dependent defense pathway (Fig. 5 *B* and *C*). We noted that NAM cotreatment inhibited pathogen growth in otherwise hypersusceptible *eds1* plants. We therefore tested the impact of NAM on bacterial growth in minimal (MS) or rich culture medium (LB) and found that NAM was also bacteriostatic, potentially explaining why NAM had a negative impact on bacterial growth in *eds1* plants (*SI Appendix*, Fig. S9). These results collectively indicate that the impact of NAM on plant defense as measured by bacterial growth is likely to be underestimated. Overall, NAM inhibits EDS1-dependent defenses.

**Fig. 5.**
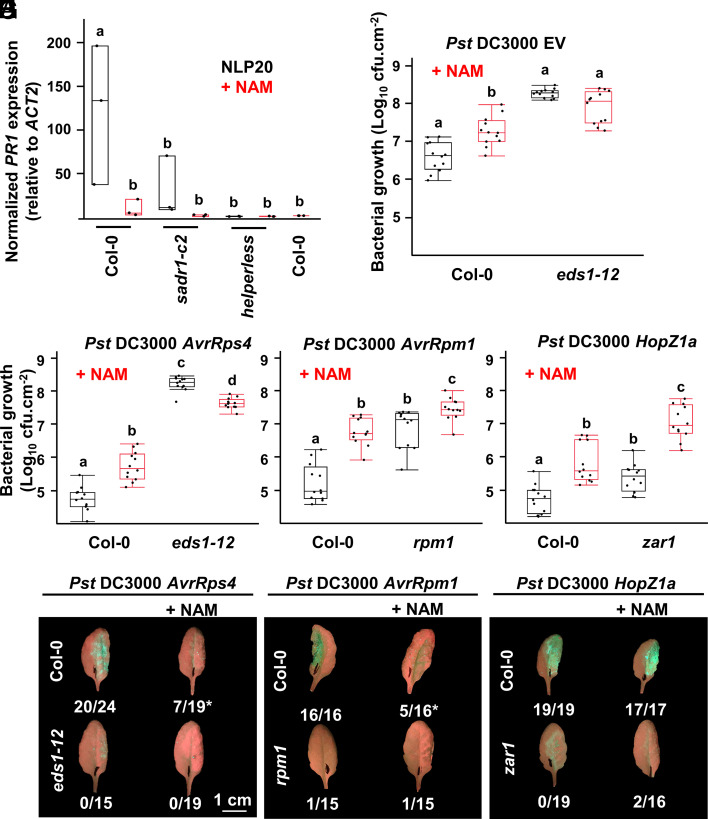
Inhibition of TIR enzymatic activity with NAM regulates NLP20 response, as well as defense and cell death resulting from NLR activation. (*A*) 50 mM NAM treatment inhibits *PR1* expression following NLP20 treatment and defense against virulent *Pst* DC3000 EV (*N* = 3) (*B*), avirulent *Pst* DC3000 *AvrRps4* (*C*), *AvrRpm1* (*D*), and *HopZ1a* (*E*) (*N =* 12). NAM treatment also delays cell death induction after inoculation of *Pst* DC3000 (OD_600_ = 0.2) expressing *AvrRps4* (*F*) or *AvrRpm1* (*G*) but not *HopZ1a* (*H*). Numbers indicate the number of HR+ leaves. * Loss of turgor was observed in some leaves that did not exhibit autofluorescence characteristic of HR cell death. Data from (*A*) to (*E*) are from three independent experiments and from one representative experiment in (*F*) to (*H*). Letters indicate statistical significance (ANOVA with the post hoc Tukey or two-tailed *t* test [in (A)], *P* < 0.05).

We used RNA-seq to characterize the effect of NAM treatment, and thus overall TIR activity, on defense. 

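Leaf RNA of Col-0 and of the *eds1-12* mutant, which lacks the EDS1 protein that relays signals from TNL receptors, was sequenced in 10 groups of 6 samples from 3 independent experiments. Col-0 leaves were mock-infected, infected with *Pst* DC3000 carrying an empty vector (EV) or infected with *Pst* DC3000 *AvrRps4*, each with and without nicotinamide (NAM) at 50 mM. Leaves of *eds1* were infected with either strain, with and without NAM. *EDS1* (AT3G48090) checks the genotypes: in the authors' deposited table it stood at 23.9 RPKM in mock-infected Col-0, 176 RPKM in Col-0 infected with *AvrRps4* and at most 0.0599 RPKM in the *eds1* groups. Its neighbor and paralog *EDS1B* (AT3G48080) stood at 10.9 RPKM in mock-infected Col-0 and is listed at 0 in all *eds1* groups of the authors' deposited table. No mock-infected *eds1* group is among the samples used here, so each *eds1* value is relative to mock-infected Col-0. The authors' values are a log2 fold change and an FDR p-value for each of 9 groups against mock-infected Col-0 and 1 RPKM value per group. The labels name TAIR10 as the genome build, and the time of sampling, the aligner and the test are not given in the sources used here. The table lists 28496 genes, and those without a comparison are left out. Genes were called up- or down-regulated at an absolute log2 fold change of 1 or more and an FDR p-value under 0.01 in the authors' deposited table. Of 8 complete lists of Dataset S04, 7 hold exactly the genes found with these thresholds. The down-regulated list of RPS4-regulated NAM-sensitive genes holds 446 genes in the paper and 448 here, since 2 genes called up with EV are counted here. Multiplied by exon length, the RPKM values of low genes rise in steps of 1 read, which gives the read total behind each group. The total was 7774223 reads for mock-infected Col-0 with NAM and 7810025 for EV-infected *eds1* with NAM, and from 10429541 to 12334507 for each of the other groups. Between 87.7% and 91.8% of low genes, up to 10 reads, came out whole within 0.02 read where another group had, and how the 6 samples were combined is not given in the sources used here. The table used holds no value per sample, so no spread between replicates is given, and each call rests on the authors' p-values.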

We infected Col-0 and *eds1* plants with *Pst* DC3000 EV to trigger basal defense or *Pst* DC3000 *AvrRps4* to activate TNL RPS4, with or without 50 mM NAM, and we identified genes inhibited by NAM treatment (*SI Appendix*, Figs. S10 and S11, Table S2 and *Materials and Methods*). 

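Infection raised defense genes and lowered photosynthesis genes in Col-0, and with NAM some defense groups held fewer called genes after EV while detoxification and heat shock groups held more. Of 27 genes of salicylic acid synthesis and systemic resistance, 22 were up-regulated and none down-regulated by *Pst* DC3000 EV, against 16 and 1 with NAM. With *AvrRps4*, 20 of them were up-regulated both without and with NAM. *EDS5*, which exports the salicylic acid precursor from the chloroplast, had a log2 fold change of 5.12 with EV and 3.47 with EV and NAM in the authors' deposited table, and *PBS3*, an enzyme of the same pathway, 5.60 and 4.97. Of 12 genes of camalexin and indole glucosinolates, 11 were up-regulated by EV and 8 by EV with NAM, and all 12 by *AvrRps4* in both cases. *CYP71A12*, a camalexin enzyme, stood at 39.9 RPKM with EV and 12 RPKM with EV and NAM in the authors' deposited table. Of 28 jasmonate genes, 23 rose and 2 fell with EV, against 21 and 2 with NAM, and their median difference between the EV groups was -0.98 on the log2 scale. The repressor gene *JAZ10* had a log2 fold change of 7.01 with EV and 4.64 with EV and NAM in the authors' deposited table. Of 20 genes of pattern-triggered immunity, 16 rose and 1 fell with EV, against 17 and 0 with NAM, and the median difference between the EV groups was 0.04. Of 21 abscisic acid and water stress genes, 11 were up-regulated by EV and 7 by EV with NAM, and 9 by *AvrRps4* in both cases. Detoxification and heat shock genes went the other way: of 34 detoxification genes 23 were up-regulated by EV and 30 by EV with NAM, and of 18 heat shock and protein folding genes 4 and 11. *HSP70* (AT3G12580) stood at 18.4 RPKM with EV and 96.8 RPKM with EV and NAM in the authors' deposited table. All 34 photosynthesis genes were down-regulated by either strain without NAM, among them *LHCB2.3* of the light-harvesting antenna, with log2 fold changes of -4.97 with EV and -4.81 with *AvrRps4* in the authors' deposited table. Adjusted over the list alone, the counts of these lists differed only for detoxification genes, of which 31 were up-regulated by EV with NAM. Among the genes with the largest changes, *MAPKKK19* and the nitrate transporter gene *NRT1.8* had log2 fold changes of 10.52 and 9.84 with EV in the authors' deposited table, although both are listed at 0 RPKM in mock-infected leaves. *GASA6* (-9.82 with EV), the expansin gene *EXPA8* (-7.76) and *BZIP34* (-8.09) were the lowest of the named genes by log2 fold change in the authors' deposited table. In all, 2767 genes were up- and 3370 down-regulated by EV, 2839 and 3450 by EV with NAM, 3757 and 4323 by *AvrRps4*, and 3719 and 4289 by *AvrRps4* with NAM. Set directly against the group without NAM, with standard errors recovered approximately from the authors' p-values, 488 genes were higher and 445 lower with NAM after EV, and 539 and 294 after *AvrRps4*. Genes with an FDR p-value near 1 in either group can hardly pass this direct test, as their recovered standard errors are very large. Log2 ratios of RPKM with a pseudocount of 1 lie above the deposited log2 fold changes by a median of 0.13 for EV and 0.11 for EV with NAM, and in *eds1* by 0.19 for EV, 0.24 for *AvrRps4*, 0.15 for EV with NAM and 0.11 for *AvrRps4* with NAM. With these ratios 2919 genes were up and 2686 down with EV, and 2886 and 2766 with EV and NAM. That change reflects a shift of all genes alike: ratios centred on the deposited median gave 2492 and 3079, and 2514 and 3110. With the deposited values and no fold threshold, more genes were up than down in all 4 infected Col-0 groups.

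**Figure D1:**
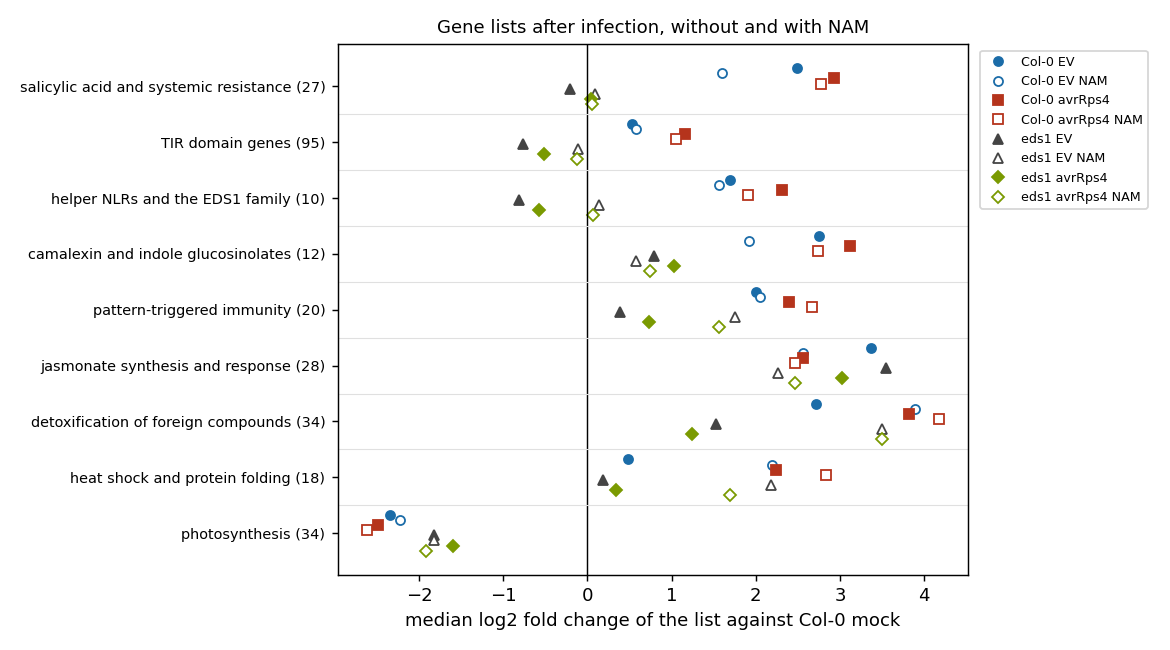
Median log2 fold change against mock-infected Col-0 (x axis) of 9 gene lists (y axis, with the number of genes tested), for Col-0 and *eds1* infected with EV or *AvrRps4*. Filled symbols are groups without NAM and open symbols groups with NAM. The salicylic acid list lies at 2.48 for Col-0 EV and 1.60 for Col-0 EV with NAM. In *eds1* with *AvrRps4*, the medians of salicylic acid (0.04) and heat shock genes (0.33) change sign with some log2 ratios of RPKM. So does that of TIR domain genes (-0.11) in *eds1* with EV and NAM.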

We observed that a large number of infection-regulated genes are affected by NAM (*SI Appendix*, Fig. S10*A*). 

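In leaves that were not infected, NAM raised genes that modify or export foreign compounds and genes of the heat shock response, and it moved genes of the clock in both directions. Of 34 detoxification genes, 25 rose and 1 fell (the same when adjusted over the list alone), and their median log2 fold change of 2.72 was above all 10000 random lists matched on mean RPKM. The glucosyltransferase gene *UGT74E2* stood at 0.111 RPKM in mock-infected leaves and 51 RPKM with NAM in the authors' deposited table, a log2 fold change of 8.33. The glucosyltransferase gene *UGT73B4* and the efflux carrier gene *DTX1* had log2 fold changes of 6.01 and 5.91 in the authors' deposited table. Of 18 heat shock and protein folding genes, 8 rose and none fell (9 when adjusted over the list alone), with *HSP70* at 3.43, *HSP17.4* at 3.42 and *HSP90.1* at 3.00 by log2 fold change in the authors' deposited table. Of 28 jasmonate genes, 11 rose and 1 fell (14 and 1 when adjusted over the list alone), and the catabolic gene *CYP94B3* had a log2 fold change of 4.69 in the authors' deposited table. Of 21 abscisic acid and water stress genes, 8 rose and none fell, also when adjusted over the list alone, among them *HAI1* and *HAB1*, which encode phosphatases of the pathway, at 0.463 and 5.43 RPKM in mock-infected leaves and 4.57 and 37.8 RPKM with NAM in the authors' deposited table. Of 23 genes of NAD metabolism and NAD-consuming enzymes with a comparison, 4 rose and 1 fell, also when adjusted over the list alone. Among them *UGT74F2* had a log2 fold change of 2.38 and *AO*, of NAD synthesis, 2.24 in the authors' deposited table. Of 7 senescence genes with a comparison, 1 rose and none fell, also when adjusted over the list alone. The clock list split, with 5 of 21 genes higher and 8 lower, also when adjusted over the list alone. The morning genes *LHY* and *CCA1* had log2 fold changes of 2.61 and 2.42, and the evening genes *FKF1* and *ELF4* -4.88 and -4.30, in the authors' deposited table. Of 27 salicylic acid genes, 1 rose and 4 fell (5 and 4 when adjusted over the list alone). *PR1*, a marker of this pathway, stood at 84.1 RPKM in mock-infected leaves and 1.18 RPKM with NAM in the authors' deposited table. Among the other genes with the largest falls, *CYCP4;1* had a log2 fold change of -4.97, *COR27* -4.59 and *PR4* -3.80 in the authors' deposited table. In all, 1075 genes were up- and 820 down-regulated by NAM alone. The NAM group is the one with the lowest read total, so low genes are less certain in it.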

NAM treatment alone regulated mostly genes related to “stress” or “response to chemical” (*SI Appendix*, Fig. S11). 

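Genes that NAM changed in leaves without bacteria mostly changed the same way after infection. Of the 1075 genes up-regulated by NAM alone, 638 were also up-regulated by at least 1 strain in Col-0, and of the 820 down-regulated genes, 553 were also down-regulated. Among the first kind, the detoxification gene *UGT74E2* had log2 fold changes of 5.29 with EV and 8.55 with *AvrRps4*, and *BPS3*, a gene of the BYPASS family, 4.78 and 8.50, in the authors' deposited table. *KCS8*, which encodes an enzyme of very-long-chain fatty acid synthesis, is among the second kind, with -3.91 with NAM alone, -4.69 with EV and -5.07 with *AvrRps4* in the authors' deposited table. Other genes changed with NAM and not with infection: the evening clock gene *ELF4* had log2 fold changes of -0.02 with EV and -0.15 with *AvrRps4* in the authors' deposited table. Only 57 genes went up with NAM and down with infection, and 70 the other way. Counted in either direction, 1318 of 1895 genes (69.6%) regulated by NAM alone were also regulated by infection, against 35.8% of the remaining genes (Fisher's exact test, two-sided, p = 1.24e-177, odds ratio 4.09, over genes, which are not independent replicates). Independent lists would share 195 up- and 168 down-regulated genes. All comparisons share the mock-infected samples, which could not be split. With the NAM effects shuffled among genes of like RPKM and the noise of the mock samples shared, 304 up- and 372 down-regulated genes were in both on average over 100 simulations, with approximate standard errors. With that noise not shared these were 286.5 and 341, so part of the overlap may come from abundance and less of it from the shared controls. The simulations also called more genes with NAM, 1168 up and 963 down on average, than the 1075 and 820 seen.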

More than half of the genes regulated by NAM treatment alone were also regulated by infection (*SI Appendix*, Fig. S10*B*). We defined genes regulated by infection with each strain and then subdivided these genes into NAM-sensitive (genes differentially expressed in Col-0 without NAM but not in the presence of NAM), EDS1-dependent (genes differentially expressed in Col-0 but not in *eds1*), and TNL RPS4-dependent genes (genes differentially expressed in Col-0 infected with *Pst* DC3000 *AvrRps4* but not with *Pst* DC3000 EV). 

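Genes of the immune signaling pathway itself fell into these classes. *PAD4*, the partner of EDS1, stood at 38.8 RPKM in mock-infected Col-0, 1121 RPKM in Col-0 with *AvrRps4* and 41.8 RPKM in *eds1* with *AvrRps4* in the authors' deposited table, and is EDS1-dependent. The systemic resistance gene *FMO1* is too, with log2 fold changes of 6.94 in Col-0 and 0.25 in *eds1* with *AvrRps4* in the authors' deposited table. Of 10 helper NLR and EDS1 family genes, 9 were up-regulated by *AvrRps4* in Col-0 and none in *eds1*, where 3 were down-regulated: *NRG1.1*, and *EDS1* and *EDS1B*, which the mutation itself removes. Of 95 TIR domain genes with a comparison, 42 were up- and 6 down-regulated by *AvrRps4* in Col-0, against 4 and 21 in *eds1*, and counts of both lists were the same when adjusted over the list alone. *RMG1*, a TNL gene, had log2 fold changes of 7.71 in Col-0 and 2.66 in *eds1* with *AvrRps4*, and *TN13* 0.46 and -3.27, in the authors' deposited table. The helper NLR gene *NRG1.1* and the TNL genes *RPP1* and *SNC1* are RPS4-dependent, with log2 fold changes of 1.36, 1.60 and 1.57 with *AvrRps4* and 0.46, 0.88 and 0.95 with EV in the authors' deposited table. Of 28 calcium genes, 17 rose and 5 fell with *AvrRps4* in Col-0, and 4 and 3 in *eds1*, also when adjusted over the list alone. The channel gene *CNGC19* had log2 fold changes of 6.39 and 0.34 in these groups in the authors' deposited table. Of 9 CNL receptor and partner genes, 2 rose and 2 fell with *AvrRps4* in Col-0, and 0 and 5 in *eds1*, also when adjusted over the list alone. Among up-regulated genes, 805 of EV and 773 of *AvrRps4* were NAM-sensitive, 1416 and 2522 were EDS1-dependent, and 1270 were RPS4-dependent. Among down-regulated genes, 614 and 676 were NAM-sensitive, 1190 and 2209 EDS1-dependent, and 1191 RPS4-dependent. In *eds1*, 1831 genes were up- and 2721 down-regulated by EV, and 1693 and 2541 by *AvrRps4*. With log2 ratios of RPKM and a pseudocount of 1, these became 2135 and 1990 with EV and 2156 and 1745 with *AvrRps4*, which reflects a shift of all genes alike: ratios centred on the deposited median gave 1608 and 2466, and 1441 and 2319. A class records which calls pass the thresholds in each group and is not a test of the difference between the groups. Since no *eds1* group was mock-infected, a gene that is lower in *eds1* before infection can also count as EDS1-dependent.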

We found that 85% and 67% of NAM-sensitive genes were also either EDS1 dependent or specifically RPS4 regulated, respectively, during *Pst* DC3000 *AvrRps4* infection (*SI Appendix*, Table S2). 

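The NAM-sensitive genes with the largest differences after *AvrRps4* were not called up in *eds1*, and the calmodulin-like gene *CML41* was called down there. *CML41* had log2 fold changes of 3.16 without NAM, 1.11 with NAM and -2.57 in *eds1* in the authors' deposited table. For *WRKY64* these were 6.72, 3.83 and 0.96, and for *WRKY66* 5.20, 2.15 and 2.36, in the authors' deposited table, where the last 2 of each are not called. *PP2-A6* (5.04, 2.23 and 1.58), *AGP24* (2.51, 0.26 and -1.31), *BGAL4* (1.61, -0.30 and -2.20), *scpl20* (1.18, -0.96 and -0.82) and *CYP714A1* (7.51, 4.96 and 2.04) complete the 8 in the authors' deposited table. By the direct test of the NAM difference, which genes with an FDR p-value near 1 in either group can hardly pass, only *CML41*, *PP2-A6* and *scpl20* pass. All 8 were EDS1-dependent, and *WRKY66*, *AGP24*, *BGAL4*, *scpl20* and *CYP714A1* were also RPS4-dependent. Over all NAM-sensitive genes up-regulated by *AvrRps4*, 657 of 773 (85.0%) were EDS1-dependent, against 1865 of 2984 (62.5%) of the genes that stayed called with NAM (Fisher's exact test, two-sided, p = 1.31e-35, odds ratio 3.40, over genes, which are not independent replicates). RPS4-dependent genes made up 520 (67.3%) of the NAM-sensitive genes and 750 (25.1%) of those that stayed called (Fisher's exact test, two-sided, p = 6.92e-103, odds ratio 6.12). If the classes were independent, 519 and 261 genes would be shared. Down-regulated genes gave 80.3% EDS1-dependent and 66.3% RPS4-dependent genes. The 2 classes and NAM sensitivity are all counted from the same samples of Col-0 with *AvrRps4*, and part of the excess may come from them. With NAM alone in uninfected Col-0, EDS1-dependent genes had a median log2 fold change of 0.13. The genes up-regulated by *AvrRps4* in both genotypes had 0.67, and genes that NAM raises by itself can stay called. With stricter rules for not being called, applied to NAM and to EV alike, the RPS4-dependent share was 37.6% (FDR p-value of 0.05 or more in the second group), 38.7% (not called, and log2 fold changes that differ by 1 or more) and 28.8% (not called, and lower by the direct test with no fold threshold). The classes were then smaller, with 445, 369 and 417 RPS4-dependent genes, and the odds ratios were 5.38, 6.77 and 3.62.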

NAM fully inhibited 20% of genes up-regulated during *Pst* DC3000 *AvrRps4* infection but up to 41% of strictly RPS4-dependent genes (*SI Appendix*, Table S2). 

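Most NAM-sensitive genes were modestly induced genes that lay below the thresholds with NAM, and a smaller part lay near the mock level. The 773 NAM-sensitive genes of *AvrRps4* had a median log2 fold change of 1.28 without NAM and 0.84 with NAM, and 128 of them (16.6%) lay within 0.5 of the mock level with NAM. The genes called in both groups had a median of 2.18 with NAM. *EDS16* and *PAD4* were called in both: *EDS16*, which encodes the main salicylic acid synthesis enzyme, had log2 fold changes of 5.72 and 5.70 and *PAD4* 4.90 and 4.30 without and with NAM in the authors' deposited table. So were the RPS4-dependent genes *BON3* and *FH3*, at 8.36 and 6.93 and at 9.05 and 8.05, in the authors' deposited table. Of the 3757 genes up-regulated by *AvrRps4*, 773 (20.6%) were NAM-sensitive, against 15.6% of the 4323 down-regulated genes (Fisher's exact test, two-sided, p = 8.36e-09, over genes, which are not independent replicates). Among RPS4-dependent up-regulated genes 520 of 1270 (40.9%) were NAM-sensitive, against 253 of 2487 (10.2%) of the other genes up-regulated by *AvrRps4* (Fisher's exact test, two-sided, p = 6.92e-103, odds ratio 6.12). This is the table of RPS4-dependent and NAM-sensitive counts given above, read the other way, and not a second result. With NAM alone in uninfected Col-0, the RPS4-dependent genes had a median log2 fold change of 0.12 and the other genes 0.38. Genes that NAM raises by itself can stay called, so a higher share need not mean stronger inhibition. Of the RPS4-dependent genes that were also EDS1-dependent, 502 of 1195 (42.0%) were NAM-sensitive, and of the EDS1-dependent genes that were not RPS4-dependent, 155 of 1327 (11.7%). RPS4-dependent genes were less induced, with a median log2 fold change of 1.38 against 2.41 for the other genes. Where genes counted as lost only at an FDR p-value of 0.05 or more in the second group, the NAM-sensitive share of all up-regulated genes was 6.52%, and that of RPS4-dependent genes, a class of 445 when EV is held to the same rule, 20.7%. Where genes had to be not called and their log2 fold changes to differ by 1 or more, these were 4.34% and, in a class of 369, 17.1%, and the share of down-regulated genes, 6.25%, was then above that of up-regulated genes.

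**Figure D2:**
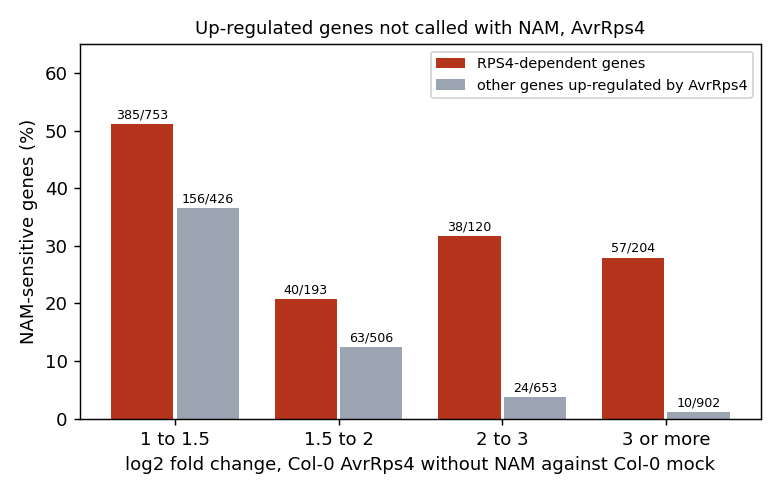
Share of up-regulated genes that were NAM-sensitive (y axis, %) by their log2 fold change in Col-0 with *AvrRps4* (x axis), for RPS4-dependent genes and the other up-regulated genes, with the counts above each bar. Between 1 and 1.5 the shares were 51.1% and 36.6%, and from 3 upward 27.9% and 1.11%. Many of the lost genes from 3 upward are of low abundance. There the shares were 38 of 105 (36.2%) and 5 of 56 (8.93%) between 1 and 5 RPKM, and 14 of 91 (15.4%) and 5 of 846 (0.591%) at 5 RPKM or more.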

We conclude from these analyses that NAM predominantly affects TIR-dependent transcriptional outputs.

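With NAM, EDS1-dependent genes were a little lower in infected Col-0, and in *eds1* the same genes were higher. Across the 2522 EDS1-dependent genes up-regulated by *AvrRps4*, the median difference with NAM was -0.28 on the log2 scale in Col-0 and 0.30 in *eds1*, both with *AvrRps4*. The 1235 genes up-regulated in both genotypes had median differences of -0.16 in Col-0 and 0.16 in *eds1*. With NAM alone in uninfected Col-0, these 1235 genes had a median log2 fold change of 0.67 and the 2522 genes 0.13. Their smaller fall after infection can therefore include a rise by NAM itself, which was not tested. Genes taken as EDS1-dependent from the EV groups, which share no infected sample with the *AvrRps4* groups, had medians of -0.28 and 0.36 with *AvrRps4*. The NAM-sensitive genes themselves were lower with NAM in *eds1* too, with a median of -0.15 and 63.5% of genes below 0 with *AvrRps4*, and -0.20 and 64.7% with EV. RPS4-dependent genes had a median difference of -0.24 in Col-0, against -0.25 for the other genes up-regulated by *AvrRps4*. The salicylic acid genes had a median difference of -0.47 with *AvrRps4* and the helper NLR and EDS1 family genes of -0.26, with no gene of either list past the direct test, while TIR domain genes split (46 above and 49 below 0) and pattern-triggered immunity genes had a median of 0.16. *SAG101*, a partner of EDS1, had log2 fold changes of 2.43 without and 1.79 with NAM, and *RPS4* itself 0.81 and -0.09, in the authors' deposited table. *ARD3* had log2 fold changes of 4.94 and 2.97 with *AvrRps4* and 3.67 and -0.13 with EV, without and with NAM, in the authors' deposited table. Its fall passes the direct test with *AvrRps4* but not with EV, where it is larger, since that test can hardly pass a gene near the mock level in 1 group. Among the NAM-sensitive genes of EV, the herbivore defense gene *NATA1* had log2 fold changes of 3.50 without and 0.70 with NAM in Col-0, and 3.28 and 0.19 in *eds1*, in the authors' deposited table. For EV, 516 of 805 NAM-sensitive up-regulated genes (64.1%) were EDS1-dependent, against 900 of 1962 (45.9%) of those that stayed called (Fisher's exact test, two-sided, p = 2.29e-18, odds ratio 2.11, over genes, which are not independent replicates). These medians have no spread between replicates behind them, and with log2 ratios of RPKM the median of all genes moves by -0.12 for the NAM difference in *eds1* with *AvrRps4*. From the shares of NAM-sensitive genes that were EDS1-dependent or RPS4-regulated, and from the higher share inhibited among RPS4-dependent genes, the paper concludes that NAM acts mainly on the transcriptional outputs that depend on TIR domains.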

We hypothesized that general activation of TNLs and TIR domain proteins could also contribute to CNL-dependent immune responses. We tested the impact of NAM on CNL-dependent signaling. RPM1 and ZAR1 activate defense in response to *AvrRpm1* and *HopZ1a*, respectively, in a Ca^2+^-dependent manner and independently of EDS1 or RNLs (9, 47). 50 mM NAM inhibited RPM1- or ZAR1-dependent growth restriction of *Pst* DC3000 *AvrRpm1* and *Pst* DC3000 *HopZ1a*, respectively, in Col-0 and in mutant plants lacking the cognate CNLs (Fig. 5 *D* and *E*). In addition, NAM treatment delayed cell death induction by the TNL RPS4 and the CNL RPM1 but not by the CNL ZAR1 (Fig. 5 *F*–*H*). Overall, inhibition of TIR enzymatic activity by 50 mM NAM inhibits NLP20 signaling, basal defense against virulent bacteria, and both RNL-dependent immune responses triggered by TNLs and RNL-independent immune responses triggered by CNLs. These data collectively argue for a broad role for TIR activity in defense responses.

### TIR Enzymatic Function Potentiates Ca^2+^_cyt_ Influx.

SADR1 is required for the *ADR1-L2 DV* activation mimic phenotype (Figs. 1 and 3 and *SI Appendix*, Fig. S2), suggesting that SADR1 is also required for ADR1-L2-driven calcium influx (48). We investigated the requirement for TIR activity on NLR-dependent Ca^2+^ influx via inhibition with 50 mM NAM. We inoculated Arabidopsis expressing the [Ca^2+^]_cyt_ reporter GCamP6 (49), with *Pst* DC3000 EV (OD_600_ = 0.2), or expressing *AvrRps4*, *AvrRpm1,* or *HopZ1a* in the presence or absence of 50 mM NAM and quantified green fluorescence as a measure of [Ca^2+^]_cyt_ (Fig. 6) (49). We found that *AvrRps4*, *AvrRpm1,* and *HopZ1a* all triggered Ca^2+^ influx, as previously described (9, 47, 48). NAM inhibited the elevated [Ca^2+^]_cyt_ associated with *Pst* DC3000 *AvrRps4*, *AvrRpm1,* or *HopZ1a* infection (Fig. 6). Interestingly, *HopZ1a* induced the highest [Ca^2+^]_cyt_ levels, and NAM treatment reduced this to levels similar to *AvrRpm1*-treated samples, consistent with the differential impact of NAM on *AvrRpm1-* and *HopZ1a*-driven cell death (Fig. 5). Overall, these results suggest that TIR enzymatic activity, as revealed by NAM inhibition, is required for increased [Ca^2+^]_cyt_ levels in various NLR activation contexts.

**Fig. 6.**
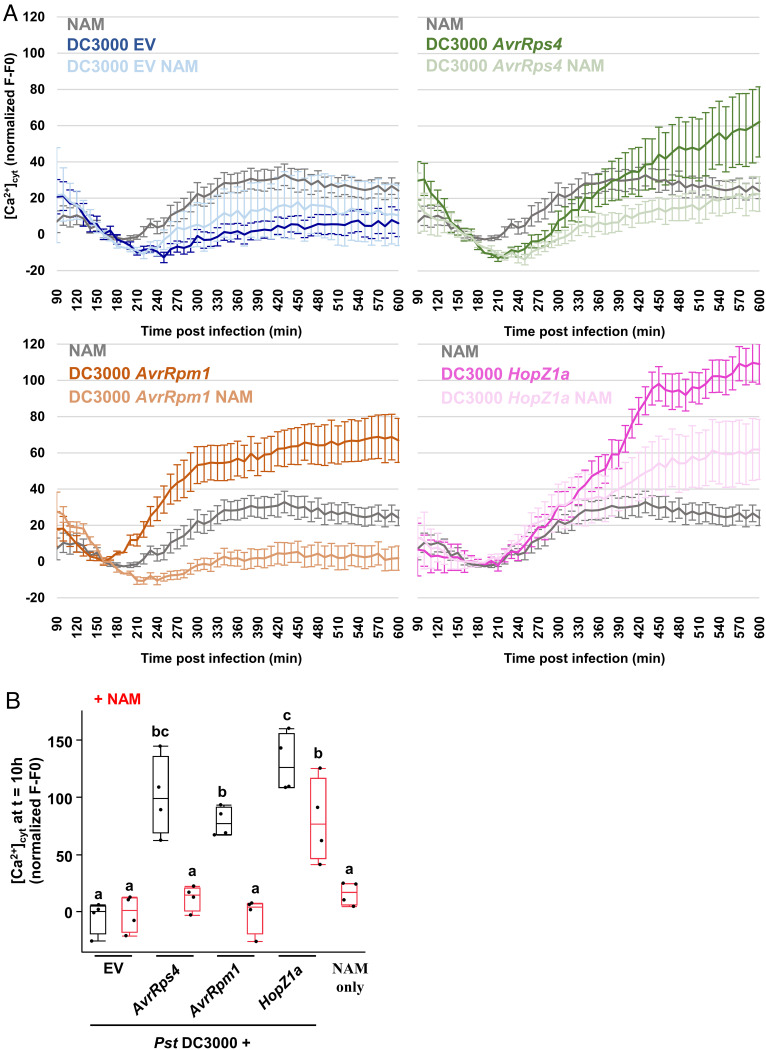
Impact of NAM 50 mM on cytosolic calcium elevation during NLR-mediated ETI. (*A*) Impact of NAM on [Ca^2+^]_cyt_ during ETI by *Pst* DC3000 EV, *Pst* DC3000 *AvrRps4* (triggering TNL RPS4), *Pst* DC3000 *AvrRpm1* (triggering CNL RPM1), and *Pst* DC3000 *HopZ1a* (triggering CNL ZAR1) inoculated at OD_600_ = 0.2. Bars represent SEM (*N* = 8). Data from the four panels are from a single experiment and have been split into four for clarity. (*B*) Data from four experiments showing [Ca^2+^]_cyt_ at 10 h after inoculation. Letters indicate statistical significance (two-tailed *t* test, *P* < 0.05).

## Discussion

SADR1 is a newly defined TNL that is required downstream of RNL activation for full NLP20 response (Fig. 2). Interestingly, SADR1 is up-regulated by NLP20 but not by flg22 treatment (24), suggesting SADR1 functions with specific PRRs. RNLs are required for some PAMP responses and are located in close subcellular proximity to PRRs (23–25). It is tempting to speculate that RNLs and SADR1 survey PRR activation to boost defense. SADR1 is also involved in *lsd1* runaway cell death (Fig. 2). Additionally, SADR1 and RNLs are required for *PR1* expression at the border of a bacterial inoculation site during RPS4-dependent ETI (Fig. 2). This requirement likely can be extended to other ETI contexts as SADR1 and RNLs also regulate SA signaling during PTI [Fig. 2 *A* and 5 *A* (23–25)]. NLP20 signaling, *lsd1* runaway cell death, and *PR1* expression each involves a spatial component (23). We hypothesize that this pattern could be explained by non-autonomous signaling from pathogen-engaged to nonengaged cells as in *lsd1* (15) or by a gradient of effector-triggered defense inhibition in neighboring cells. The cells expressing *PR1* during the response to *Pst* DC3000 *AvrRpt2* are not dead at the time of observation, contrary to the cells directly in contact with the bacteria, and therefore are likely not activating RPS2 (31). In addition, infection with *Hpa* Emwa1, which triggers the TNL RPP4, leads to strong *PR1* expression in a layer of cells bordering the cells in direct contact with the oomycete (30). NLR signaling in one dying cell would result in the leakage of immunogenic molecules, DAMPs, or reactive oxygen, activating immunity in nearby naive cells. It is worth recalling that ADR1s RNLs are required for non-autonomous feedforward cell death signaling as *ADR1-L2* mutation suppresses runaway cell death (16). A non-autonomous immune signaling mechanism was implicated in the context of cell damage, but a requirement for RNLs was not tested (28, 29). Thus, a role in potentiating non-autonomous signaling from pathogen-engaged to nonengaged cells provides a harmonious explanation of SADR1 function.

We hypothesized that SADR1-mediated regulation of immune response could define a pathogen containment strategy. We found that *Pst* DC3000 EV could infect plants systemically in the absence of ADR1s (Fig. 3). Consistent with these results, *Pst* DC3000 can propagate systemically in *N. benthamiana* only in the absence of TNL activation (50). RNL mutants lacking ADR1s exhibited systemic symptoms (growth retardation, anthocyanin accumulation, and lesions), whereas Col-0 did not (Fig. 3). Therefore, RNLs and consequent Ca^2+^ signaling limit disease from localized *Pst* DC3000 EV infection events. These results highlight the importance of bacterial containment as a disease resistance mechanism. We note that *Pst* DC3000 triggers basal defense which involves weak ETI and upregulation of TIR domain proteins and is thus at least partially TIR dependent (24, 43, 44, 51).

We noted that SADR1 is required for ADR1-L2 DV overaccumulation, suggesting that SADR1 is required for an as yet unidentified process ultimately affecting *ADR1-L2* transcription and protein accumulation (Fig. 1 *D*, *E*, and *F*). However, it is difficult to distinguish if the lower accumulation of ADR1-L2 DV is the cause or the consequence of *sadr1-c1* suppression of *ADR1-L2 DV* phenotypes. Any *ADR1-L2 DV* suppressor mutation would likely lead to a reduction in *ADR1-L2* mRNA and protein levels since *ADR1-L2 DV* triggers its own expression (16). SADR1 also functions downstream or at the level of Ca^2+^ influx (48). A positive amplification loop was postulated in TIR domain signaling (3), and RNLs are known to trigger self-amplification through an SA-based positive feedback loop (16). Our collective data demonstrate that SADR1 is a required component of this feedback loop.

We observed that SADR1, but not EDS1, was fully required for ADR1-L2 DV autoactivity (Fig. 4). This surprising finding suggests that SADR1 function is at least partially independent of EDS1 (Figs. 1, 2, and 4 and *SI Appendix*, Fig. S1). SADR1 is, however, dispensable for other TNL functions (RPS4, RPP2, and *snc1*) and is not required for ADR1-L2 function when the TNL RPS4 is activated (*SI Appendix*, Fig. S4). In addition, autoactive *snc1* or *chs2-1* partially restore ADR1-L2 DV activity in the suppressed *ADR1-L2 DV sadr1-c1* background (*SI Appendix*, Figs. S4 and S6). These results collectively suggest that the mechanism underlying SADR1 function downstream of RNLs may not be specific to SADR1 and may be shared by multiple TIR domain proteins. Future studies will address the regulatory mechanism governing SADR1 and SADR1-P1 activation, the function of SADR1-P, and downstream signaling. Interestingly, during the writing of this manuscript, it was found that overexpression of SADR1 by AITF1 (ARS3 interacting transcription factor 1) leads to EDS1- and RNL-dependent autoimmunity (52). It is unclear if SADR1 is upstream or downstream EDS1/RNLs in this overexpression context.

ADR1-L2 is functionally redundant with the Ca^2+^-permeable channel ADR1 and possesses an N-terminal motif required for ion flux in ADR1 and NRG1.1 (11, 48). Activation of a Ca^2+^ channel should be associated with pleiotropic defects as Ca^2+^ also regulates growth and development. However, we observed that *sadr1-c1* fully suppressed the stunted growth and defense gene expression activation mimic syndrome induced by ADR1-L2 DV (Figs. 1 and 3 and *SI Appendix*, Fig. S1). Therefore, SADR1 is likely to regulate ADR1-L2 DV activity at the level of Ca^2+^ influx. Consistent with this hypothesis, inhibition of TIR NADase function with NAM decreases [Ca^2+^]_cyt_ levels in the context of both coupled TNL–RNL signaling and CNL signaling (Fig. 6). We cannot rule out the possibility that NAM inhibits other NADases like poly(ADP-ribose) polymerases or sirtuins. However, there are no other plant NADases known to regulate Ca^2+^ flux and cell death. In fact, TIRs are the only known plant NADases with ADPR cyclase activity which is linked to regulation of Ca^2+^ (53, 54). TIR enzymatic function may positively influence [Ca^2+^]_cyt_ levels by activating Ca^2+^ influx mechanisms (including RNLs themselves), by inhibiting Ca^2+^ sequestration, or both. Interestingly, cADPR can regulate [Ca^2+^]_cyt_ levels in animals by the regulation of ryanodine receptors, a class of Ca^2+^ channels involved in the calcium-induced calcium release mechanism (55). Although plants do not possess ryanodine receptors, cADPR can also regulate [Ca^2+^]_cyt_ levels in plants (56–58). TIR domains are the only known proteins with ADPR cyclase activity in plants (53). Investigating the potentially varied mechanisms by which TIRs regulate [Ca^2+^]_cyt_ is key to fully understanding the plant immune system.

## Materials and Methods

A detailed description of *Materials and Methods* used in this study can be found in *SI Appendix*.

### Plant Material and Growth Conditions.

Plants were grown in short-day conditions (8-h daylength) at temperatures ranging from 21 °C during the day to 18 °C at night. *A*. *thaliana* mutants used in this study are in the Col-0 background. The *pADR1-L2::ADR1-L2 D484V adr1-l2-4* (16), *adr1-1 adr1-l1-1 adr1-l2-4* (25), *nrg1*.*1 nrg1*.*2* (13)*, eds1-12* (34), GCaMP6 [obtained from ABRC, CS69948 (49)], RNL-free *helperless* (59), pPR1:YFP^NLS^ (31), *rps2-101C* (60), *rpm1-3* (61), *snc1* (22), *chs2-1* (35), and *zar1-3* (62) mutants have been described. The *sadr1-c1* and *sadr1-c2* mutations were introduced with CRISPR-Cas9 into *pADR1L-2:ADR1-L2 D484V adr1-l2-4* and Col-0, respectively.

### Pathogen Infection Assays.

*P. syringae pv tomato* DC3000 syringe infiltrations were performed as previously described (11). Plants were covered with a humidity dome for at least 30 min prior to the start of the experiment to facilitate infiltration. Bacteria grown overnight on solid King’s B (KB) medium at room temperature, resuspended into 1 mL of 10 mM MgCl_2_, and diluted to the appropriate optical density 600 nm (OD_600_) in 10 mM MgCl_2_. When using nicotinamide (NAM, Sigma-Aldrich N0636), the dried NAM was directly added to the infiltration solution to a final concentration of 50 mM right before infiltration to limit the potential toxicity of NAM. To determine pathogen sensitivity, four leaves from four plants were infiltrated with a 1-mL insulin syringe, left to dry for 2 h, and covered with a humidity dome for 24 h. After 3 d, four samples consisting of four 0.5-cm^−2^ leaf discs from four different plants were gathered and ground in 1 mL distilled water. Samples were serially diluted in water, and 5 µL was spotted on KB medium supplemented with the appropriate antibiotics. For half-leaf pathogen propagation assays, plants were infiltrated with *Pst* DC3000 at OD_600_ = 0.001. Only half-leaf was infiltrated, and humidity domes were kept for 48 h after infiltration. After 10 d, infiltrated leaves were gathered and surface-sterilized for 1 min in 70% ethanol, and the noninfiltrated part of the leaves (starting from half a mm away from the midvein) was dissected using a sterile razor blade and dried with Kimtech wipes. Samples consisting of four half-leaves from four plants were weighed and ground in 1 mL water, serially diluted, and spotted on KB supplemented with rifampicin. For dip-inoculation assays, 14-d-old plants grown through a mesh in 3-inch round pots were dipped in solutions of bacteria and Silwet L77 0.02% in 10 mM MgCl_2_. Samples consisting of three to five plantlets were weighed and ground in 1 mL water, serially diluted, and spotted on KB supplemented with rifampicin.

The impact of NAM on hypersensitive cell death was studied by infiltrating half-leaves with a saturating solution of avirulent *Pst* DC3000 (OD_600_ = 0.2) and observing the samples with UV lamps at 6 (*AvrRpm1*) or 20 (*AvrRps4* and *HopZ1a*) hours after infection. Cell death was evidenced by high green autofluorescence and loss of red chlorophyll fluorescence.

*Hyaloperonospora arabidopsidis* infection assays were performed as described (11). *Hpa* isolate Cala2 was propagated on *eds1-12* mutants for 3 wk prior to infection. Plants were grown in 3-inch round pots for 11 d before being sprayed with approximately 1 mL of an *Hpa* spore solution at 50,000 spores per mL. Plants were covered with a humidity dome, and spores were counted after 7 d. Plants were carefully placed in a 2-mL Eppendorf tube containing 1 mL water and vigorously vortexed. Spores were counted with a hemacytometer. Approximately 10 plants were used for trypan blue staining as previously described (63). Plants were placed in lactophenol–trypan blue (10 mL lactic acid, 10 mL glycerol, 10 g phenol, and 10 mg trypan blue dissolved in 10 mL distilled water and diluted 1:2 in ethanol right before use) at 60 °C for at least an hour and then destained in chloral hydrate overnight or as required. Observations were performed on the Leica DMi8 (Leica Microsystems).

## Supplementary Material

Appendix 01

Datset S01

Datset S02

Datset S03

Datset S04

## Data Availability

RNA sequencing data have been deposited in [GEO] (GSE225075). All study data are included in the article and/or *SI Appendix*.

How the deposited data were processed for this re-analysis (not part of the article)

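RNA of *Arabidopsis thaliana* leaves was sequenced in 60 samples, 6 for each of 10 groups that differ in genotype (Col-0 or *eds1*), infection (mock, *Pst* DC3000 EV or *Pst* DC3000 *AvrRps4*) and NAM (0 or 50 mM). The authors made 1 table from these samples. Its RPKM values, 1 per gene and group, are the authors' own normalization of reads by exon length and read total. Its log2 fold changes compare each of 9 groups with mock-infected Col-0, and the authors' FDR p-value stands beside each. The labels name TAIR10; the aligner, the counting, the test and the way the 6 samples were combined are not given in the sources used here. The deposited table has 28496 genes, of which 6296 have no comparison and were left out of every count.

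Calls were made on the deposited log2 fold change and FDR p-value, at an absolute log2 fold change of 1 or more (2-fold) and an FDR p-value under 0.01. The paper's main text states no thresholds, and its SI Appendix, which holds the detailed methods, was not used here. Of 4 pairs of thresholds tried on the parts of Datasets S03 and S04 read before the deposited table, this pair gave the paper's lists, and those parts hold some of the same values. NAM-sensitive genes are called in Col-0 without NAM and not, in the same direction, with NAM; EDS1-dependent genes are called in Col-0 and not in *eds1*; RPS4-dependent genes are called with *AvrRps4* and not with EV. Shares were compared with Fisher's exact test, two-sided, over genes, which are not independent replicates. No test over samples was made, since the table used holds no value per sample; for the same reason no splits of the samples into other groups were counted.

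Read totals per group were taken from the steps of the RPKM values times exon length, from 7774223 to 12334507 reads. Standard errors were recovered approximately by undoing the Benjamini-Hochberg adjustment of the authors' p-values, and the difference between 2 groups was tested with them at an adjusted p under 0.05 and a log2 difference of 1 or more; as a definition of a lost call, the test was used at an adjusted p under 0.05 with no fold threshold. On simulated data for *AvrRps4* with NAM against *AvrRps4* (200 genes lowered), this test with no fold threshold found 27% of the genes lowered by 1 and 61% of those lowered by 2 on the log2 scale, and 2.22% of its calls were unchanged genes. It therefore misses many real differences. A gene with an FDR p-value near 1 in either group gets a very large recovered standard error and can hardly pass, so genes brought to the mock level are missed most. The recovered p-values also gave the counts adjusted over the list alone, and the recovered standard errors the simulation of shared controls, which was added after the overlap was seen.

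The 21 gene lists were fixed before the deposited table arrived, but parts of Datasets S03 and S04 had also been read by then. The lists are paper-named genes, salicylic acid and systemic resistance, TIR domain genes, helper NLRs and the EDS1 family, CNL receptors and their partners, pattern-triggered immunity, camalexin and indole glucosinolates, jasmonate, abscisic acid and water stress, NAD metabolism, detoxification, heat shock, photosynthesis, the circadian clock, calcium, senescence, markers of guard cells, epidermis, vascular tissue and dividing cells, and reference genes. Of 448 listed members, 342 matched the reference gene table by code and symbol and 106 by code. A list's median was set beside 10000 random lists of the same size matched on mean RPKM in 20 bins, as a description and not a test. Of 189 list medians against mock, 12 change sign when log2 ratios of RPKM replace the deposited log2 fold changes; none of these medians is given as a direction. Genes named in the text are those the paper names; for NAM alone, EV and *AvrRps4* against mock, the 8 called genes with the largest log2 fold change in each direction, at 5 RPKM or more in 1 of the groups and with a symbol; the 8 NAM-sensitive genes of each strain with the largest difference; and up to 4 called members of each list by absolute log2 fold change. Rows of Dataset S03 that include *LHY* had been seen before this rule was written. Gene names come from a gene table of the TAIR10.1 assembly, in which 28009 of the 28496 codes were found; no coordinates are given, since the build differs from that in the labels. Alternatives were FDR p-values under 0.05 or 0.001, no fold threshold, a log2 threshold of 1.5, a minimum of 1 RPKM, log2 ratios of RPKM with a pseudocount of 1 or 0.1, other definitions of a lost call, and both directions together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.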

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

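The tests of the pattern-triggered immunity genes in this part were chosen after the result was seen.

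The paper reports genes that lose their call with NAM, and the same groups hold genes that gain one. In Col-0, 877 genes were up-regulated by EV with NAM and not by EV alone, and 735 by *AvrRps4* with NAM and not by *AvrRps4* alone, about as many as lost the call. In *eds1* these were 1289 with EV and 1352 with *AvrRps4*, more than the 722 and 404 that lost it. With NAM alone, 13 of 21 circadian clock genes were called, a group that the paper does not discuss. In EV-infected *eds1*, 29 of 95 TIR domain genes were called below mock-infected Col-0, and without a mock-infected *eds1* group the part that was there before infection was not tested.

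In *eds1*, NAM came with higher pattern-triggered immunity genes: the median difference of 20 genes was 1.37 with EV and 0.80 with *AvrRps4* on the log2 scale, with 12 and 5 genes past the direct test. With EV some other immune lists were higher too, by 1.02 for TIR domain genes, 0.88 for helper NLRs and the EDS1 family, 0.75 for CNL receptors and their partners and 0.41 for salicylic acid genes. With log2 ratios of RPKM and a pseudocount of 1, these were 0.59, 0.73, 0.54 and 0.34. Camalexin and indole glucosinolate genes split, with a median of 0.02 and 6 above and 6 below 0. Jasmonate genes were lower, with a median of -1.42 and 26 of 28 below 0. The low read total of EV-infected *eds1* with NAM would leave little of the rise of pattern-triggered immunity genes in the *AvrRps4* groups, where their median was 0.583 times as large. An effect of NAM in every genotype and infection would show in Col-0, where 10 genes lay above and 10 below 0 with NAM alone and the largest of 3 medians was 0.116 times that in EV-infected *eds1*. The deposited values argue against the read total as the whole cause, and the ratios of RPKM do so less. For these genes as a set in uninfected Col-0, the values also argue against an effect of NAM that needs no infection. There 3 of the 20 genes were called up and 1 down. No uninfected *eds1* group is among the samples, so an effect of NAM in *eds1* that needs no infection was not tested. Infected Col-0 does not decide, since these 20 genes were already up there without NAM, with median log2 fold changes of 2.01 with EV and 2.40 with *AvrRps4*. Fewer bacteria in *eds1* with NAM stay open as a candidate explanation, untested in these data: the paper reports that NAM inhibited bacterial growth in *eds1* plants and was bacteriostatic in culture.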

How the results depend on the processing

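The alternative with a direct test and the one with centred ratios of RPKM were chosen after seeing the data. No paired analysis was possible because the table used holds no value per sample; for that reason leaving out each sample, a replicate block and other count tests were planned and not run. The share of NAM-alone genes regulated by infection stayed between 66.6% and 74.3% under all 8 alternatives, and the higher NAM-sensitive share of RPS4-dependent genes, from 14.4% to 42.5%, kept its direction and its side of the threshold under all 12. Under 12 alternatives the same holds for the EDS1-dependent share of NAM-sensitive genes, from 64.5% to 89.5% with *AvrRps4* and from 41.6% to 71.8% with EV; the RPS4-dependent share of NAM-sensitive genes ranged from 28.8% to 75.1%, with 50.7% by log2 ratios of RPKM. At the main thresholds the comparison genes for EDS1, which stayed called with NAM, had 62.5% and 45.9%. Each alternative has its own comparison genes, and at the low ends of 64.5% and 41.6% the odds ratios against them were 2.86 and 1.78. The 2 RPS4 shares come from 1 table of counts read both ways and are not 2 results. Every alternative takes its classes and its lost calls from the same infected Col-0 samples, so a kept direction cannot test that shared part. The difference between up- and down-regulated genes of *AvrRps4* in their NAM-sensitive shares was not kept: these were 20.0% and 18.3% at a log2 threshold of 1.5, 6.52% and 6.50% where the second FDR p-value had to be 0.05 or more, 5.54% and 5.37% with the direct test with no fold threshold, and reversed, at 4.34% and 6.25%, where the log2 fold changes had to differ by 1 or more. With no fold threshold the counts of regulated genes rose to 3051 for NAM alone, 6880 for EV-infected *eds1* and 6610 for *AvrRps4*-infected *eds1*. At a log2 threshold of 1.5 they were 916 for NAM alone, 4131 for Col-0 EV with NAM, 2760 and 2497 for *eds1* with EV and *AvrRps4*, and 3259 and 3678 for the same with NAM. The cause was not tested beyond the change of threshold itself. Log2 ratios of RPKM with a pseudocount of 1 raised the share of up-regulated genes in *eds1* from 40.2% to 51.8% with EV and from 40.0% to 55.3% with *AvrRps4*, a shift of all genes alike, since the centred ratios gave 39.5% and 38.3%. The majority also turned from down to up, by less, in Col-0 with EV (45.1% to 52.1%) and with EV and NAM (45.1% to 51.1%), and in *eds1* with EV and NAM (45.9% to 54.3%) and with *AvrRps4* and NAM (45.4% to 51.4%). Centred ratios turned it back, to 44.7%, 44.7%, 44.9% and 45.3% in the same order. With no fold threshold and the deposited values the majority turned in these groups too, at 50.5% to 51.4%. It also turned in Col-0 with *AvrRps4* (46.5% to 50.8%) and with *AvrRps4* and NAM (46.4% to 51.0%), but not in *eds1* without NAM. Low read totals limit low genes most in mock-infected Col-0 with NAM and EV-infected *eds1* with NAM.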

Other observations

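The tests of gene abundance and both tests of the reverse direction in this part were chosen after the share of lost calls was seen.

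The 22 genes that the paper names were up-regulated in 12 cases and down-regulated in 1 with *AvrRps4* in Col-0, and in 0 and 6 cases in *eds1*, where *EDS1*, removed by the mutation itself, is 1 of the 6, also when adjusted over the list alone. Against mock-infected Col-0, 24 of 28 jasmonate and 14 of 21 abscisic acid genes were up in *eds1* with EV and 1 of each was down, also when adjusted over the list alone. *RD26*, a transcription factor gene of water stress, had a log2 fold change of 4.66 in EV-infected *eds1* and 2.44 with NAM in the authors' deposited table. Of 5 markers each of single cell types, 1 rose and 1 fell for guard cells, 3 fell for epidermis, 1 fell for vascular tissue and none was called for dividing cells with *AvrRps4* in Col-0, also when adjusted over the list alone. Of 10 reference genes for expression, 3 rose and 1 fell, also when adjusted over the list alone.

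RPS4-dependent genes lost their call with NAM more often than the other genes up-regulated by *AvrRps4*. Among genes of like fold change the excess did not vanish: the Mantel-Haenszel odds ratio over 4 bins was 2.87 (95% interval 2.39 to 3.45), and 2.11 (1.74 to 2.56) over bins of fold change and RPKM. The bins rest on the same fold change that chose the RPS4-dependent genes and the lost calls. RPS4-dependent genes also had to miss the call with EV, so these odds ratios cannot decide whether the 2-fold threshold or low abundance is the whole cause. To ask whether chance made the whole of the excess, lost calls were also counted in reverse. The odds ratio of losing the call without NAM was 0.653 (0.542 to 0.787) over 4 bins for genes called with *AvrRps4* and NAM and not with EV and NAM. It was 1.35 without bins (23.2% against 18.3% of the other genes), below the 6.12 of the forward direction. Genes that NAM raises by itself can be among these other genes and lose their call without NAM, so the reverse direction cannot decide about chance. How many of the lost calls are chance stays open, with a reverse share of 0.566 times the share of RPS4-dependent genes lost. By the direct test with no fold threshold, 208 of the 773 NAM-sensitive genes were lower with NAM. That test can hardly pass genes with an FDR p-value near 1 with NAM, and for the remaining genes chance and NAM cannot be told apart. A larger effect of NAM on RPS4-dependent genes was not seen in the median difference.

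EDS1-dependent genes also lost their call with NAM more often, with an odds ratio of 2.42 (1.93 to 3.03) over the same 4 bins. As the bins rest on the fold change that also chose the classes, they cannot decide whether the threshold is the whole cause for EDS1-dependent genes. Whether the fall of these genes with NAM in Col-0 needs EDS1 stays open and cannot be told apart: their median difference in *eds1* was -1.06 times that in Col-0, but they are by definition not called in *eds1*, so there is little induction to lose there. Genes induced in both genotypes do not settle it: those called with EV had medians of -0.24 in Col-0 and -0.18 in *eds1* in the EV groups that chose them but -0.17 and 0.05 in the *AvrRps4* groups, and those called with *AvrRps4* were also higher with NAM in *eds1*. The NAM-sensitive genes were lower with NAM in *eds1*. The classes and the lost calls also rest on the same samples of Col-0 with *AvrRps4*.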
